A study of Mus musculus with 7 samples. Its data were reported in "Epigenetic reprogramming of airway macrophages promotes polarization and inflammation in muco-obstructive lung disease" (2021).

How the data were processed

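Chromatin accessibility was measured by ATAC-seq, in which a transposase cuts and tags open DNA, in freshly sorted airway macrophages (AMs) of *Scnn1b*-Tg mice, which overexpress a subunit of the epithelial sodium channel in the airways and develop muco-obstructive lung disease, and of wild-type (WT) mice. The labels gave 3 WT and 4 *Scnn1b*-Tg libraries, each a separate sample, numbered 13, 14 and 19 in WT and 13, 14, 15 and 19 in *Scnn1b*-Tg, so that 3 numbers occur in both genotypes. The study's reporting summary states that littermates of both genotypes went into the same experiment at baseline. The labels also give each sample a batch, and the batch follows these numbers. Samples 13, 14 and 19 of WT each share a batch with the *Scnn1b*-Tg sample of the same number. *Scnn1b*-Tg sample 15 is alone in its batch. The labels do not say what a batch stands for. Per the study's methods the authors processed the reads with the ENCODE ATAC-seq pipeline against mm10, built a consensus set of peaks present in several samples with DiffBind, counted reads per peak, and annotated peaks with ChIPseeker. The submitters' processing notes also named edgeR and DESeq2, with no versions.

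The deposited signal columns held read counts per peak that the authors had scaled by 1 TMM factor per library. Every value was a whole multiple of the smallest value in its column (100% of values, to within 1e-06 reads), so whole reads were recovered by division. The table's log2 columns (mean log2 signal per genotype and log2 fold change, deposited by the authors) and its p-value and FDR columns (from the authors' DiffBind test) were used only where the authors' deposited table is named. The columns carry a genotype and a number, and no label ties that number to a sample, so replicate numbers below are column numbers only. No 2 libraries were copies of each other, since at most 1.76% of peaks had equal reads in any of the 21 pairs of libraries. Coordinates are mm10. All 90376 peaks lay inside the chromosomes of the GRCm38 reference, and 98.59% of the transcripts found in GENCODE release M21 had coordinates identical to those in the table.

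The test, the naming rule and the lists were chosen before the data were examined, except that 8 entries of a supplementary list of the study, *Igf2bp3* and *Gm10637* among them, had been seen. The test was limma 3.58.1 in R 4.3.3 with trended and robust variances, on log2(normalized count + 1) with genotype as the only term and Benjamini-Hochberg adjustment over all 90376 peaks. No filter on low values was applied. A differentially accessible region (DAR) had an adjusted p under 0.05 and an absolute log2 fold change above 1. Fold changes are *Scnn1b*-Tg minus WT on the log2(value + 1) scale, which understates the change of low peaks. Separation of the genotypes was tested by an exact test over all 35 splits of the libraries. The 23 gene lists were tested with camera at a preset correlation of 0.01 and the variance trend of the limma fit. Whether camera takes that trend had not been settled beforehand: it was first run without the trend, where the MHC class II list did not pass (adjusted p 0.0682), and the trend was added after that value was seen. Presence of 14 consensus strings and 4 reordered control strings was modelled by logistic regression with log2 width and GC fraction as covariates (statsmodels 0.14.6). Annotation classes were compared by Fisher's exact test. Positional clustering was tested against 10000 draws of peaks matched on mean signal. Peaks are not independent replicates, so tests over peaks describe these libraries.

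Named genes followed this rule: DARs of largest fold change, the 10 peaks of smallest adjusted p with 1 per gene, members of each list with a passing peak, every gene of both lists chosen by the study (by the peak of smallest p and the peak nearest the transcription start within 3 kb), *Irf1*, *Il1a* and *Scnn1b*, and the 5 loci with most DARs. The limma fit gave 1 DAR, too few for the planned tests of annotation classes, strings and clustering. After that count was seen, these tests and the fold and locus parts of the rule were also applied to the calls in the authors' deposited table and to the peaks of smallest limma p. No peak was annotated to *Scnn1b* (0 peaks), so accessibility at the transgene's own gene was not analysed here.

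Alternatives listed beforehand were other pseudocounts (0.5 and 5), a minimum mean of 20 (84282 peaks), quantile and median scaling, edgeR 4.0.16 quasi-likelihood and DESeq2 1.42.0 tests on the recovered reads, limma without trend, the authors' calls, 1 surrogate variable (sva 3.50.0), each library left out, and no sex chromosomes. Chosen after seeing the data were an edgeR likelihood-ratio and an exact test, array weights, a term for 2 libraries that stood apart and a fit without them, removal of the GC trend per library, the column number as a block, fits of all 24 pairings of libraries, and the variance trend in camera (above). The fits per peak and the list test were tried on simulated counts with 200 changed peaks among 90376. The counts were drawn independently per peak, so they held no variation shared across peaks. The AP-1 string model and the clustering test were tried on planted sets of real peaks, and the separation and annotation tests were not tried so. With the spread of the real libraries, limma recovered 31.3% of planted log2 changes of 1, 76.1% of changes of 1.5 and 92.4% of changes of 2, and called 11 unplanted peaks. A peak counted as recovered or called by its adjusted p alone, with no limit on the fold change.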

Results

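Accessibility was measured over 90376 peaks in AMs of 3 WT and 4 *Scnn1b*-Tg libraries. WT libraries held 39162909, 28248016 and 30806739 reads in peaks, and *Scnn1b*-Tg libraries 27561483, 36921792, 20971521 and 56121809, a 2.68-fold range. The median peak was 669 bp wide and held 77 to 188 reads per library. Promoters held 31.1% of peaks, introns 33.3% and distal intergenic sequence 26.8%.

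The first question was whether AMs of the genotypes differ in accessibility as a whole. They did not separate over all peaks in a test that pairs no libraries: the mean Euclidean distance between libraries of different genotype was 163.7 (12 pairs), below the 172.3 between libraries of the same genotype (9 pairs), with an exact one-sided p of 0.771 over 35 splits. Variation shared by WT and *Scnn1b*-Tg libraries of the same label number and batch would lower the distances between genotypes. The test therefore cannot show that genotype had no effect. The first principal component held 43.6% of the variance and set WT replicate 3 and *Scnn1b*-Tg replicate 4, with scores of 109.6 and 101.0, apart from the other 5 libraries, whose scores ran from -90.4 to 8.1. Of all peaks, 47.8% had a higher mean log2 value in *Scnn1b*-Tg, with a median log2 fold change of -0.008.

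The second question was which regions differ with genotype. Accessibility rose in *Scnn1b*-Tg AMs at 1 region, 1.9 kb upstream of a transcription start of *Igf2bp3*, which encodes an RNA-binding protein of the insulin-like growth factor 2 mRNA-binding family (chromosome 6, 49096155 to 49097834, promoter). The normalized read count was 230.0 ± 22.6 (SD, n = 3) in WT and 658.0 ± 28.6 (SD, n = 4) in *Scnn1b*-Tg, a log2 fold change of 1.52 (SE 0.15) with a limma adjusted p of 0.0332, higher in 4 of 4 libraries than in any WT library. The peak at the *Igf2bp3* transcription start did not pass, with 321.7 ± 55.4 (SD, n = 3) in WT and 453.2 ± 135.1 (SD, n = 4) in *Scnn1b*-Tg. No region fell in the limma fit, which pairs no libraries and has no term for the labelled batch. Fits that paired WT with *Scnn1b*-Tg libraries gave 0 to 153 DARs over the 24 possible pairings, and which of them follows the label numbers is not known. The *Igf2bp3* call was lost when any single library was left out (limma adjusted p from 0.0579 without *Scnn1b*-Tg replicate 4 to 0.683 without WT replicate 2, log2 fold change 1.47 to 1.6) and with edgeR quasi-likelihood (0 peaks past adjusted p, 1752 at an unadjusted p under 0.05), and DESeq2 gave 41 DARs and a fit with 1 surrogate variable 50. The limma fit had 1813 peaks (2.01%) at an unadjusted p under 0.05.

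The other 9 peaks of smallest p were all higher in *Scnn1b*-Tg with no overlap between the genotypes, but none passed, with limma adjusted p from 0.181 to 0.419. The largest ratio was at an intergenic peak 114.7 kb from the predicted gene *Gm10637* (chromosome 8, 87314520 to 87314995), with 5.66 ± 2.03 (SD, n = 3) in WT and 47.97 ± 9.89 (SD, n = 4) in *Scnn1b*-Tg. The *Zdhhc18* promoter (chromosome 4, 133613674 to 133615275), of a palmitoyltransferase gene, had 41.3 ± 4.56 (SD, n = 3) against 160.6 ± 58.7 (SD, n = 4). Intron 4 of *Dnmbp* had 81.8 ± 11.01 (SD, n = 3) against 196.1 ± 13.8 (SD, n = 4), and intron 3 of *Fam20c*, a secretory-pathway kinase gene, 63.2 ± 4.43 (SD, n = 3) against 174.5 ± 33.2 (SD, n = 4). An intergenic peak assigned to *Cdk5rap2*, a centrosomal protein gene, had 26.0 ± 5.71 (SD, n = 3) against 90.4 ± 17.8 (SD, n = 4). Introns of *Sash1*, *Fbxl2* and *Dixdc1* had *Scnn1b*-Tg to WT ratios of 2.97, 3.18 and 4.37. Intron 2 of *Ifngr2*, the second chain of the interferon-gamma receptor, had 94.0 ± 11.2 (SD, n = 3) against 227.5 ± 47.7 (SD, n = 4). Over all peaks 2923 (3.2%) showed no overlap between the genotypes, where chance gives 5.71%.

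**Figure D1:**
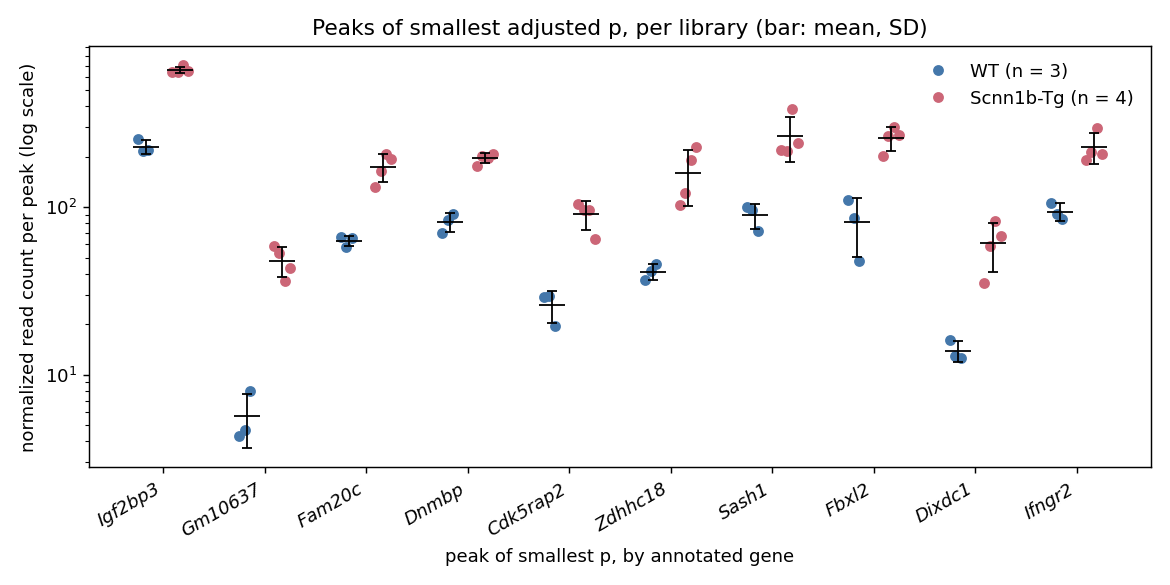
Normalized read count per library (log axis) at the 10 peaks of smallest adjusted p, 1 per gene, in WT (n = 3) and *Scnn1b*-Tg (n = 4) AMs; points are libraries, bars the mean and SD. Every *Scnn1b*-Tg library lies above every WT library at each peak, and only the *Igf2bp3* peak passed adjustment.

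The third question was whether genes that the study names differ in accessibility. Of the 12 genes the study picked as expression markers, *Igf2bp3* rose and the other 11 genes had no passing peak. Adjusted over the list alone, 2 of 114 peaks in 2 genes passed in the limma fit. In the authors' deposited table, 15 peaks of this list had an FDR under 0.05 and 5 were DARs. The peak assigned to *Anpep*, an aminopeptidase gene of myeloid cells, lay 20.1 kb upstream of its nearest transcription start, in an intron of the neighbouring gene *Ap3s2*, and had 25.8 ± 3.67 (SD, n = 3) in WT and 71.3 ± 8.76 (SD, n = 4) in *Scnn1b*-Tg. The promoters of *Trem2*, *Ccl22* and *Arg1* had *Scnn1b*-Tg to WT ratios of 1.1, 1.07 and 1. Upstream of *Ccl17*, a chemokine gene, the count was 342.8 ± 9.13 (SD, n = 3) against 440.0 ± 45.8 (SD, n = 4), with a limma adjusted p of 1. At the nearest peaks of *Mmp12*, *Ptgir*, *Ptgs1* and *Cd86* the ratios were 1.19, 1.2, 1.33 and 1.08, and at *Igf1* 1.18. Where the peak of smallest p was another, its ratio was 1.27 at *Mmp12*, 1.41 at *Ptgs1*, 0.8 at *Cd86*, 1.58 at *Igf1* and 1.44 at *Arg1*.

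The study chose 13 loci on these samples, so their direction is not independent evidence. None had a peak past adjustment over all peaks in the limma fit, and 4 of 173 peaks in 3 genes passed adjusted over the list alone. The *Smurf1* peak, annotated to a promoter, had 28.3 ± 8.19 (SD, n = 3) in WT and 75.1 ± 17.8 (SD, n = 4) in *Scnn1b*-Tg, and intron 1 of *Zfp704* 6.74 ± 1.48 (SD, n = 3) and 40.9 ± 22.5 (SD, n = 4). The *Tank* promoter had 417.6 ± 84.1 (SD, n = 3) and 724.5 ± 176.9 (SD, n = 4). *Sec14l1* had a ratio of 3.21 at its peak of smallest p and 0.95 at its start, *Il1r1* 1.5 and 0.9, *Cxcr1* 1.2 and 0.9, *Ctsd* 1.28 and 0.9, and *Ezr* 0.69 and 0.97. These peaks were picked by limma p or by distance to the start, so they need not be the regions the study named. At *Cxcr1* they had an FDR of 0.163 and 0.982 in the authors' deposited table. *Irf1* and *Il1a* had ratios at their starts of 0.97 and 1.06. In the authors' deposited table, the FDR was 3.82e-06 at the *Smurf1* peak, 7.49e-05 at *Tank* and 1.55e-13 at *Ifngr2*.

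Gene lists were compared with all other peaks. Of the peaks of MHC class II antigen presentation genes, 34 of 54 lay higher in *Scnn1b*-Tg, with a median log2 fold change of 0.059 and a camera adjusted p of 0.0156, which was 0.948 with an estimated correlation and 0.0682 without the variance trend. The MHC class II call was also lost without both libraries that stood apart (0.0764), and no peak of the list passed singly in the limma fit, also adjusted over the list alone. In the authors' deposited table, 10 peaks of this list had an FDR under 0.05 and 0 were DARs. Among the list's peaks *H2-Aa* had 303.5 ± 77.3 (SD, n = 3) in WT and 451.4 ± 77.3 (SD, n = 4) in *Scnn1b*-Tg, *H2-Ab1* 236.7 ± 84.5 (SD, n = 3) and 352.9 ± 67.7 (SD, n = 4), and *Cd74* 358.5 ± 105.4 (SD, n = 3) and 525.6 ± 171.8 (SD, n = 4). These 3 genes are also study loci. The adjusted p of the MHC class II list ranged from 1.82e-05 to 0.994 over all settings, and it lost the threshold without WT replicate 2 or 3 or without *Scnn1b*-Tg replicate 1 or 2 (0.207, 0.346, 0.377 and 0.102). With 1 surrogate variable the MHC class II list had 0.00187, and the housekeeping control list, lower in *Scnn1b*-Tg with 21 of 82 peaks higher, also passed (0.0312). The study's expression markers (median log2 fold change 0.166, 90 of 114 peaks higher) and study loci (0.108, 119 of 173) had camera adjusted p of 2.93e-11 and 1.25e-08, and the adjusted p was 0.126 and 0.0677 with an estimated correlation. No list passed with an estimated correlation, and as many lists passed in 24 of the 35 splits of the libraries.

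The other 20 lists did not pass (camera adjusted p from 0.107 to 0.966), and none of their peaks passed over all peaks. Median log2 fold changes were 0.033 for classical activation (154 peaks), 0.021 for alternative activation (228), 0.004 for interferon response (115), 0.033 for TLR and NF-kB signalling (321), 0.007 for the IL-1 family (136) and 0.012 for chemokines and receptors (203). They were -0.005 for AP-1 and related factors (191), -0.021 for alveolar macrophage identity (329), -0.015 for efferocytosis and phagocytosis (421), 0.028 for proteases and matrix remodelling (208), -0.018 for lipid and cholesterol metabolism (271), -0.006 for hypoxia and glycolysis (154), -0.008 for TGF-beta signalling (227) and -0.057 for housekeeping controls (82). The mean was above 0 with a median below 0 in the AP-1, hypoxia, TGF-beta, monocyte and lung epithelial lists, and camera pointed down in AP-1, monocyte and lung epithelial and up in hypoxia and TGF-beta. Adjusted over the list alone, 1 peak passed in interferon response (*Ifngr2*) and 1 in proteases (*Anpep*). Markers of other cells had medians of -0.003 (monocyte, 129 peaks), 0.025 (neutrophil, 58), 0.066 (eosinophil, 22), -0.025 (dendritic, 75), 0.001 (T and B, 32) and -0.003 (lung epithelial, 59), with camera adjusted p from 0.393 to 0.956.

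The authors' deposited table holds 390 DARs at the same thresholds, 339 higher and 51 lower in *Scnn1b*-Tg, annotated to 312 genes, and 2246 peaks at FDR under 0.05. All 390 had the same direction in the limma fit, where 361 had an unadjusted p under 0.05 and 260 (66.7%) showed no overlap between the genotypes. They had been selected on the same libraries, so these values are not independent evidence. Among DARs of the authors' deposited table with no overlap and a mean normalized count of at least 20, 1 peak per gene, *Gm10637* (log2 fold change 3.08), *Zfp704* (2.6), *Tox3* (2.46) and *Pinx1* (2.45) were highest, followed by *Gm29686*, *4933427D06Rik*, *Dixdc1*, *Xlr3b*, *Zbtb7c* and *Trpc4* (2 to 2.22). Within the same limits, the lower DARs of the authors' deposited table with the largest changes were *Tcim* (-1.46), *Dhx30* (-1.36), *Prlr* (-1.32), *Rasgef1b* (-1.28), *Atp10a* (-1.22) and *F930015N05Rik* (-1.21). None of these 16 peaks passed in the limma fit.

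Promoters made up 19.3% of the 1425 peaks higher at FDR under 0.05 in the authors' deposited table and 31.3% of all other peaks (Fisher's exact test, adjusted p = 7.57e-23), and introns 43.5% and 33.1% (adjusted p = 4.7e-15). Promoters were also rarer among the 821 lower peaks, at 21.7% against 31.2% (Fisher's exact test, adjusted p = 8.8e-09), so their shortage was not particular to the higher peaks. Introns made up 33.1% of the lower peaks and 33.3% of others. The AP-1 string TGASTCA, bound by Fos and Jun family factors, occurred in 27.2% of these higher peaks and 17.7% of others, an odds ratio of 1.83 (adjusted p = 1.89e-21), and its reordered control had 0.869. The CTCF string was rarer, in 1.3% and 5.0% (odds ratio 0.255, adjusted p = 6.29e-08). NF-kB (1.36), STAT6 (1.26) and RUNX (1.17) strings also passed in these peaks of the authors' deposited table, but none of them did in the central 200 bp (adjusted p = 0.198, 0.0596 and 0.265). NF-kB strings were in 16.8% of the higher peaks and 16.4% of others, and the RUNX odds ratio was 1.2 in the lower peaks, which did not pass (adjusted p = 0.0808). In the higher peaks of smallest limma p the AP-1 odds ratio was 1.67, and 5 of the 35 splits of the libraries gave one as large. For the promoter share, 15 of 35 splits gave one as low as the 17.8% in those peaks.

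The DARs of the authors' deposited table lay close together more often than matched peaks: 128 of 390 had another within 100 kb, against a mean of 25.3 and a highest of 52 in 10000 draws (p = 1e-04, the smallest they can give). The draws do not reproduce neighbouring peaks that vary together between libraries. In a split of the libraries other than the genotypes, 108 of the 390 peaks chosen by limma p and fold change had another within 100 kb. The p from the draws therefore does not speak for genotype alone. The locus with most of them in the authors' deposited table was *4933427D06Rik*, a gene known by its cDNA clone name, on chromosome 6 from 88957746 to 89065643, with 15 DARs, all higher. Over those peaks the mean log2 value was 3.98 ± 0.33 (SD, n = 3) in WT and 5.73 ± 0.51 (SD, n = 4) in *Scnn1b*-Tg. The next loci were *0610038B21Rik* on chromosome 8 (5 DARs), *Itgb1bp1* and *Asap2* on chromosome 12 (4), *Tox3* on chromosome 8 (4) and *Sash1* on chromosome 10 (3), all higher in the authors' deposited table. Their mean log2 values were 4.77 ± 0.45, 5.15 ± 0.09, 2.78 ± 0.63 and 5.79 ± 0.55 (SD, n = 3) in WT and 6.04 ± 0.30, 6.60 ± 0.50, 4.63 ± 0.29 and 7.23 ± 0.45 (SD, n = 4) in *Scnn1b*-Tg. The peaks of all these loci were selected on the same libraries, so the means are not independent evidence.

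**Figure D2:**
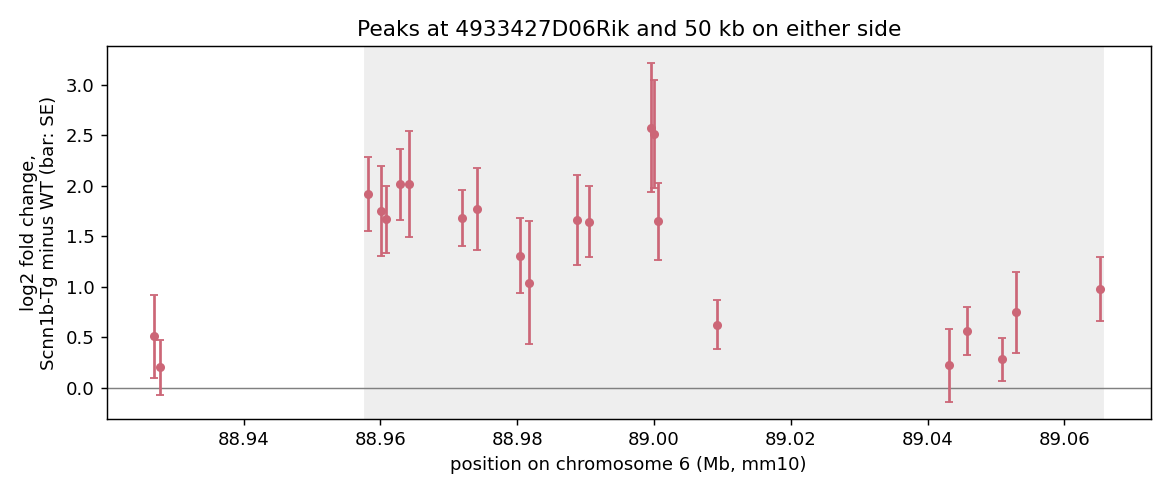
Log2 fold change (*Scnn1b*-Tg minus WT, bars SE) of each peak by position on chromosome 6 (Mb, mm10) at *4933427D06Rik* and 50 kb on either side; the shaded span holds the 15 DARs of the authors' deposited table. All 20 peaks in the span lie above 0, with a median of 1.66.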

Values the study reported

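The study reported 390 DARs between *Scnn1b*-Tg and WT AMs, of which 339 had increased accessibility, and these were annotated to 312 genes.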

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

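At 7 of 67 sets of 4 *Scnn1b*-Tg values tested, 1 library lay far from the other 3, where chance flags about 5%. *Scnn1b*-Tg replicate 3 was highest at *Igf2bp3* (700.6, others 639.1 to 647.9), *Sash1* (384.3, others 216.7 to 242.6) and *Tox3* (55.4, others 28.1 to 31.6), and lowest at the *Il1a* peak (166.1, others 253.8 to 269.0) and the *Cxcr1* start (55.4, others 84.0 to 89.7). *Scnn1b*-Tg replicate 4 was lowest upstream of *Ccl17* (372.1, others 456.9 to 472.3) and highest at the *Sec14l1* start (2030.2, others 1519.8 to 1596.5). Replicate 3 was the shallowest library and replicate 4 the deepest.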

How the results depend on the processing

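Array weights, the edgeR likelihood-ratio and exact tests, GC removal, the term for and the fit without the libraries that stood apart, the column-number block, the variance trend in camera (2 lists past adjusted p without it), list tests with a surrogate variable or without those libraries, and promoter and string tests on other sets of peaks were chosen after the data were seen. The DAR at *Igf2bp3* was kept with pseudocounts 0.5 and 5, the minimum mean of 20, quantile and median scaling, no sex chromosomes, GC removal and without both libraries that stood apart. Other settings moved the counts, and the cause was not tested. DARs were 0 with edgeR quasi-likelihood (1752 peaks at an unadjusted p under 0.05) and with limma without trend (2692). They were 41 (40 higher, 1 lower, 47 peaks past adjusted p alone) with DESeq2, 50 (48, 2, 72) with 1 surrogate variable, 390 (339, 51, 2246) in the authors' deposited table, 18 (18, 0, 19) with a term for the libraries that stood apart, 50 (49, 1, 50) with the likelihood-ratio test, 51 (50, 1, 52) with the exact test and 30 (30, 0, 31) with array weights. Leaving out 1 library gave 0 to 0 of each. Of the DARs with DESeq2, the surrogate variable and the likelihood-ratio test, 41, 49 and 50 were DARs of the authors' deposited table.

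The labels share the numbers 13, 14 and 19, and the batch that goes with each, between the genotypes. The columns carry neither these numbers nor a labelled batch, so a block by label number or batch could not be fitted. The column number as a replicate block gave 20 DARs (20 higher, 0 lower) and 23 peaks past adjusted p. Deviations of same-numbered columns correlated across peaks at 0.557, 0.29 and 0.049, and WT 3 correlated more with *Scnn1b*-Tg 4 (0.673).

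Of 1649 values of named peaks, 24 reversed, 140 gained and 9 lost the threshold. None of the reversed peaks passed in any of those settings, and the cause was not tested. Log2 fold changes with 1 library left out ran from -0.079 to 0.135 at the *Arg1* start, -0.041 to 0.173 at *Ccl17*, -0.071 to 0.274 at *Ccl22*, -0.256 to 0.031 at *Cxcr1*, -0.162 to 0.051 at *Ezr*, 0.0 to 0.163 at *Il1a*, -0.186 to 0.09 at *Irf1*, -0.163 to 0.061 at *Sec14l1* and -0.122 to 0.048 at *Smurf1*. Without both libraries that stood apart the *Ccl17* and *Arg1* starts had -0.109 and -0.122, with array weights -0.106 and -0.124 (*Ptgs1* -0.012), and with the column block -0.001 and -0.031.

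The genotypes did not separate in the settings run, none of which pairs libraries (exact one-sided p 0.5 to 0.8). Lists past adjusted p numbered 0 with an estimated correlation and with fry, directional or mixed, 2 within 3 kb of a start, 4 with the surrogate variable (the fourth was the housekeeping controls, lower, adjusted p 0.0312) and 2 to 10 with 1 library left out (10 without WT replicate 1, 5 without *Scnn1b*-Tg replicate 4). Directions of 49 of 299 list values reversed. The camera adjusted p with 1 library left out ran from 0.168 to 0.995 for AP-1 factors, 0.00466 to 0.867 for the IL-1 family, 0.222 to 0.948 for TGF-beta, 0.00466 to 0.855 for alternative and 0.0331 to 0.96 for classical activation, 0.000415 to 0.838 for alveolar identity, 0.00466 to 0.921 for chemokines, 0.248 to 0.939 for dendritic markers, 0.248 to 0.727 for efferocytosis, 0.0427 to 0.986 for eosinophil markers, 0.725 to 0.995 for hypoxia, 0.562 to 0.995 for interferon, 0.247 to 0.799 for lipid metabolism, 0.648 to 0.995 for epithelial and 0.178 to 0.995 for monocyte markers. Reversed lists had 0.39 (IL-1), 0.633 (hypoxia), 0.54 (TGF-beta) and 0.422 (epithelial) within 3 kb of a start, 0.992 (hypoxia, epithelial) with the surrogate variable, 0.994 (epithelial) with fry, and 0.95 (alternative), 0.982 (interferon), 0.796 (IL-1), 0.655 (AP-1) and 0.841 (hypoxia) without both libraries that stood apart.

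Promoters were 100% of the 1 higher peak, 0% counted within 1 kb of a start, 19.3% and 15% of the higher FDR peaks and DARs of the authors' deposited table, 17.8% of the peaks of smallest p and 27.3% with the surrogate variable. Strings past adjusted p numbered 5 in the authors' FDR peaks, 2 in the central 200 bp, 3 in DARs and 1 with the surrogate variable. Of the authors' DARs 128 had another within 100 kb, 17 of 50 with the surrogate variable, and the limma DAR had none.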

Other observations

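The tests of the surrogate variable, the likelihood-ratio test, the pairings, the weight of *Scnn1b*-Tg replicate 3 and GC as the whole cause were chosen after the result was seen. The number of DARs found here was 1. That is lower than the value quoted from the study above, as is the count of higher DARs, also 1. All counts of splits here come from fits that pair no libraries, so they do not speak for a paired design. In them, chance could not be excluded for the limma counts. Of the 35 splits of the libraries, 2 gave at least 1 DAR and at least 1 peak past adjusted p, the real split among them. The other parted WT replicate 3 with *Scnn1b*-Tg replicates 3 and 4 from the rest, with 1914 DARs and 9251 peaks. This points to a structure of the libraries other than genotype. A labelled batch shared across genotypes, taken with the batch of *Scnn1b*-Tg sample 15, holds as many samples of each genotype. No column is tied to a label, so batch could not be tested there. A split that follows batch would say little about chance. Chance could not be excluded either for the lists (3 in the real split, as many in 24 splits, highest other 11), the AP-1 odds ratio (1.67, as large in 5 splits, highest other 1.87) or the promoter share (17.8%, as low in 15 splits, lowest other 13%). Closeness on the chromosome met the bound set beforehand against chance. Of the 390 peaks of smallest limma p with an absolute log2 fold change above 1, 122 had another within 100 kb. This was the highest of the 35 splits (1 split, highest other 108). It is the smallest share that 35 splits can give, several patterns were tested so, and some other splits had fewer such peaks to draw on. Chance is thus argued against for closeness but not excluded.

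For the few peaks past the threshold, against the authors' deposited table, a more liberal count test is argued against only as the whole cause, since the edgeR likelihood-ratio test gave 50 DARs, and it may account for part, as may variation across genotype that widens the spread, with 72 peaks past adjusted p (50 DARs) after 1 surrogate variable. The authors' p ranked peaks like a limma fit without *Scnn1b*-Tg replicate 3 (Spearman coefficient 0.925 across peaks, which are not independent, against 0.651 with all libraries and at most 0.469 without any other). That library may thus carry little weight in the authors' p, as in a test blocked by a batch it alone belongs to. A test that left out *Scnn1b*-Tg replicate 3 is argued against, unless the p-values used fewer libraries than the fold changes. The study states 4 *Scnn1b*-Tg libraries, and the authors' log2 fold changes of 1.68 at *Sec14l1*, 2.6 at *Zfp704* and 2.46 at *Tox3* match the ratios over all 4 (3.21, 6.08 and 5.51). Over the 24 ways to pair WT with *Scnn1b*-Tg libraries the DARs ran from 0 to 153 and the highest coefficient was 0.948. The pairings ranked 1 to 6 by coefficient, all with *Scnn1b*-Tg 3 unpaired, had 0.908 to 0.948, and the next had 0.473. These coefficients are too close to 0.925 to show a block by themselves, since an unpaired library adds nothing to the genotype term of such a fit. The coefficient of 0.948 was shared by WT 1, 2 and 3 with *Scnn1b*-Tg 1, 2 and 4 (153 DARs, 795 peaks past adjusted p), first tried after deviations of the libraries were seen to correlate that way, and by WT 1, 2 and 3 with *Scnn1b*-Tg 2, 1 and 4 (1 DAR). Deviations correlated at 0.557, 0.29 and 0.673 in the former pairing and at 0.058, 0.121 and 0.673 in the latter. They come from the same values, so they do not establish a pairing. The pairing with 153 DARs would follow the label numbers if the columns kept the order of the labels, which nothing states, so neither was used as a design.

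At the chromosome 6 locus of *4933427D06Rik*, extra DNA copies in *Scnn1b*-Tg stay open: 85.0% of the 20 peaks in the span had a log2 fold change over 0.58, between the bounds set beforehand. That 1 *Scnn1b*-Tg library decides is argued against, since the median of the called peaks stayed at 1.62 or above with any of these libraries left out. The peaks had been called higher on the same libraries, which favours a high median, so this argument is weak. A regional effect of genotype on accessibility, or of DNA linked to the transgene, was not tested.

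WT replicate 3 and *Scnn1b*-Tg replicate 4 stood apart on the first component. GC content may contribute, as the loading followed GC fraction (absolute Spearman coefficient 0.518 across peaks), but it was not the whole cause, since both still held the highest scores after the GC trend was removed (37.6% of variance). Unequal gathering of reads in strong peaks is argued against (0.033). Cells of another type stay open, with a highest median difference of 0.216 (log2, relative to all peaks) for T and B cell markers, although the sort on CD45, Siglec-F and CD11c would remove most such cells. A batch shared by both libraries also stays open, since the labels give batches that hold a WT and a *Scnn1b*-Tg sample. Deviations of WT replicate 3 and *Scnn1b*-Tg replicate 4 correlated across peaks at 0.673. No column is tied to a label, so batch could not be tested. No biological explanation was tested.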
